# Circular RNA expression profile in the spinal cord of morphine tolerated rats and screen of putative key circRNAs

**DOI:** 10.1186/s13041-019-0498-4

**Published:** 2019-09-18

**Authors:** Yingqi Weng, Jing Wu, Lin Li, Jiali Shao, Zhengyiqi Li, Meiling Deng, Wangyuan Zou

**Keywords:** Morphine tolerance, circRNA, ceRNA

## Abstract

Morphine tolerance developed after repeated or continuous morphine treatment is a global health concern hindering the control of chronic pain. In our previous research, we have reported that the expression of lncRNAs and microRNAs have been greatly modified in the spinal cord of morphine tolerated rats, and the modulating role of miR-873a-5p, miR-219-5p and miR-365 have already been confirmed. However, whether circular RNAs, another essential kind of non-coding RNA, are involved in the pathogenesis of morphine tolerance is still beyond our knowledge. In this study, we conducted microarray analysis for circRNA profile and found a large number of circRNAs changed greatly in the spinal cord by morphine treatment. Among them, we selected nine circRNAs for validation, and seven circRNAs are confirmed. Gene Ontology/Kyoto Encyclopedia of Genes and Genomes (GO/KEGG) analysis were used for functional annotation. Besides, we confirmed the modified expression of seven circRNAs after validation by real-time PCR, selected 3 most prominently modulated ones among them and predicted their downstream miRNA-mRNA network and analyzed their putative function via circRNA-miRNA-mRNA pathway. Finally, we enrolled the differentially expressed mRNAs derived from the identical spinal cord, these validated circRNAs and their putative miRNA targets for ceRNA analysis and screened a promising circRNA-miRNA-mRNA pathway in the development of morphine tolerance. This study, for the first time, provided valuable information on circRNA profile and gave clues for further study on the circRNA mechanism of morphine tolerance.

## Introduction

Morphine is widely used in the management of acute and chronic pain, and remains among the most effective drugs for moderate and severe pain and escalated cancer pain nowadays. Besides multiple side effects, a major problem that hinders its use is the analgesic tolerance developed after repeated or continuous utility [1–3]. For decades, a large number of studies at the molecular, cellular, and systems levels have been devoted to elucidating the underlying mechanism. The researchers have already determined the involvement of dissociation between opioid receptor-G protein-coupled receptors, increased internalization and disrupted recycling of MOR, β-arrestin-2 mediated MOR desensitization, MOR and δ-OR interaction, PKA/PKC and MAPKs pathway activation in the processes leading to morphine tolerance [3–9]. However, we are far away from fully understanding of the mechanisms underlying this phenomenon. Meanwhile, morphine tolerance is barely prevented effectively. According to the analyses of the human transcriptome, most transcripts are identified as non-coding RNAs with little or no protein-coding capacity, and this provides new scene out of traditional protein-centric molecular biology [10]. MicroRNAs (miRNAs), long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs) are the most acknowledged components of non-coding RNAs acting as epigenetic regulators. Under many pathological conditions in the nervous system, they have been found to be greatly modified and are suggested to be promising biomarkers and therapeutic targets. For example, Gao’s group has reported that hundreds of lncRNAs and mRNAs were dysregulated in the spinal cord of mice with neuropathic pain induced by spinal nerve ligation [11]. In our previous research, we have identified that plenty of microRNAs and lncRNAs were dramatically modified in the lumbar spinal cord of rats with morphine tolerance, suggesting the non-coding RNAs may have extensive effect in this condition [12–14]. As a unique type of RNAs which is distinguished from widely-known linear RNA, circular RNAs are back-spliced from exons, introns or both, with the 3′ and 5′ ends joined together to form a covalently closed continuous loop [15]. CircRNAs have been discovered for decades but were misinterpreted as useless splicing errors [16]. In 2013, they were rediscovered to be widespread and diverse in eukaryotic cells by RNA sequencing (RNA-seq) [17]. Though recently circRNAs have been documented to encode proteins, most studies reveal their major role as non-coding RNAs exerting transcriptional and post-transcriptional regulatory effects [18–20]. Similar to other non-coding RNAs, circRNAs have been considered valuable in understanding the pathogenesis of diseases and developing diagnostic biomarkers for diseases [21].

To reveal the potential roles of circRNAs in the process of morphine tolerance, we first identified dysregulated circRNAs in the spinal cord of morphine tolerant rats via microarray analysis. Then we validated a few circRNAs that were up- or down-regulated in the spinal cord by real-time PCR, and predicted their function using bio-informative methods. This research provided clues for further research on the regulatory network of non-coding RNAs in the etiology of morphine tolerance and on the exploration of novel targets for the treatment or prevention.

## Materials and methods

### Repeated intrathecal injection of morphine induces morphine tolerance

We used the identical spinal cord samples for circRNA, lncRNA and mRNA analysis, thus the establishment of morphine tolerated rat model was the same as we described in our previous research [12]. In brief, adult male Sprague-Dawley rats in the morphine tolerance group (MT group, *n* = 8) received 10 μg intraperitoneal morphine (1 μg/1 μL) twice a day at 08:00–09:00 am and 4:00~5:00 pm for 7 consecutive days [2]. Their cohorts in the normal saline group (NS group, n = 8) received equal volumes of normal saline following the identical protocol. The tail-flick test utilizing Hargreaves apparatus (Italy, UGO Basile) was applied to examine the thermal sensitivity of rats. The results were converted to the maximum possible effect (%MPE) to evaluate the effect of morphine and confirm the establishment of morphine tolerance.

### RNA extraction and quality control

On the 8th day, one hour after the injection with morphine or saline in the morning, the rats were decapitated under deep anesthesia by pentobarbital sodium (1%). The lumbar enlargements were collected on ice and snap-frozen in liquid nitrogen. The RNA isolation was performed by Kangcheng Bio-tech (Shanghai, China) using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and following the manufacturer’s protocol. The purity and concentration of total RNA were determined with NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by denaturing agarose gel electrophoresis. The remnant RNA was stored for later use at − 80 °C.

### CircRNA microarrays

Sample labeling and array hybridization were performed following the manufacturer’s protocol (Arraystar Inc.). Briefly, total RNAs were digested with Rnase R (Epicentre, Inc.) to get rid of the linear RNAs, thus the circular RNAs were enriched. Then, by using the random priming method (Arraystar Super RNA Labeling Kit; Arraystar), we purified the circular RNAs and transcribed them into fluorescent cRNA. After purifying the labeled cRNAs (RNeasy Mini Kit, Qiagen), we measured the concentration and specific activity of these labeled cRNAs (pmol Cy3/μg cRNA) by NanoDrop ND-1000. 5 μl 10 × Blocking Agent and 1 μl of 25 × Fragmentation Buffer were added into 1 μg of each labeled cRNA for fragmentation, then the mixture was heated at 60 °C for 30 min. Finally, 25 μL 2 × Hybridization buffer was added for dilution. The labeled cRNAs were hybridized onto the Arraystar Rat circRNA Array (8 × 15 K, Arraystar). After incubation for 17 h at 65 °C in an Agilent Hybridization Oven, the hybridized arrays were washed, fixed and scanned using the Agilent Scanner G2505C.

### CircRNA data analysis and bioinformatics

Raw data (uploaded to the GEO database as GSE133602) were extracted from the imported scanned images by Agilent Feature Extraction software (version 11.0.1.1) then processed using R software limma package. Low intensity filtering was performed after quantile normalization of the raw data. In conformity with the definitions and instructions in GeneSpring software, circRNAs with at least 4 out of 8 samples that have flags in “P” or “M” (“All Targets Value”) were retained for further analysis. Fold change was computed and Student’s t-test with Benjamini-Hochberg multiple testing correction for false discovery rate was performed between two groups (morphine tolerance versus normal saline) for circRNA filtration. CircRNAs exhibiting fold changes ≥2.0 and *p*-values ≤0.05 were selected as significantly differentially expressed circRNAs. The functional classification and significant pathways of the circRNA parent genes were conducted using Gene Ontology (www.geneontology.org) and the latest Kyoto Encyclopedia of Genes and Genomes (KEGG) database (www.genome.jp/kegg). Arraystar’s home-made miRNA target prediction software, which is based on TargetScan and miRanda, was used to predict circRNAs-targeted miRNAs. The circRNAs expression profile microarray chip assay, data analysis and bioinformatics were carried out by KangChen Bio-tech, Shanghai.

### qRT-PCR assay

Nine circRNAs were selected for validating differentially expressed circRNAs by utilizing real-time PCR. Briefly, total RNAs extracted from the spinal tissue samples of two groups (*n* = 3 or 4 for each group) were reverse-transcribed into cDNA with SuperScript™ III Reverse Transcriptase (Invitrogen). Quantitative RT-PCR was conducted in the ViiA 7 Real-time PCR System (Applied Biosystems) using PCR master mix (Arraystar). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) were quantified as internal controls for data normalization. The sequences of all primers are presented in Additional file 1: Table S1.

### Function prediction of validated differentially-expressed circRNAs (DEcircRNAs)

CircRNA contains multiple binding sites to miRNAs that lead to the sponge interaction between circRNA and miRNAs [22, 23]. The circRNAs/miRNA interaction was predicted using home-made miRNA target prediction software of Arraystar based on TargetScan and miRanda. The miRNA and mRNA interaction was predicted based on miRDB database (http://www.mirdb.org). For each validated circRNA, five putative target miRNAs with the highest matching score were identified according to the analysis mentioned above, thus 15 miRNAs in total were used for their target mRNA prediction and miRNA/mRNA interacting network generation. Then these mRNAs were submitted for GO and KEGG analysis to estimate the possible function of circRNAs via interacting with miRNAs.

### CeRNA analysis

As we have already filtered a large amount of differentially expressed mRNAs in the identical spinal cord samples in our previous research, we enrolled the validated DEcircRNAs, all of their predicted target miRNAs and the differentially expressed mRNAs for ceRNA analysis and generated the circRNA/miRNA/mRNA interaction network using Cytoscape software.

### Statistical analysis

All data were presented as mean ± s.e.m. The real-time PCR data fulfilled the assumption of normal distribution and equal variances, so the comparison between two groups was conducted using unpaired Student’s t-test. *P* values less than 0.05 were considered statistically significant.

## Results

### Construction of the rat morphine tolerance model

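Spinal cord RNA of 4 rats in the morphine tolerance (MT) group and 4 rats in the normal saline (NS) group was hybridised to 8 arrays, 1 rat per array, named MT1 to MT4 and NS1 to NS4. Each MT rat had received 10 μg morphine in each of 2 injections per day for 7 days, and the lumbar enlargement of the spinal cord was taken on day 8, 1 h after an injection. The route is intraperitoneal in the text of the methods and in the sample labels, and intrathecal in the title of that part of the methods and in the results. CircRNAs are closed RNA loops without free ends. RNase R digests linear RNAs and leaves most circular RNAs, so the RNA that was amplified, labelled with the dye Cy3 and hybridised was enriched in circRNAs. Each array held 15701 spots in 1 colour, of which 15165 were not control spots and 14145 were probes for circRNAs. The authors extracted the brightness of every spot from the scanned image with Agilent Feature Extraction 11.0.1.1, and deposited these intensities for each array together with 1 table of log2 values that had been normalized over the 8 arrays. Here, the background-corrected signal that Feature Extraction gives for each spot was set on the log2 scale and quantile normalized over the non-control spots of the 8 arrays, as the methods describe. Spots marked as outliers by Feature Extraction were left out, which removed 2 values among the circRNAs kept. A circRNA was kept when its spot was well above background on at least 4 of the 8 arrays. This left 11382 circRNAs, the same ones as in the table deposited by the authors, and 5776 of them were well above background on all 8 arrays. MT was compared with NS by fitting the linear model of limma to the 8 arrays with empirical Bayes moderation of the variance. A circRNA was called differentially expressed (DEcircRNA) at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2. The choices that could change the numbers were the signal column, the background correction, the normalization, the filter, the test and its adjustment. All 8 arrays lay on 1 slide and were read in 1 scan, with the MT arrays in row 1 of the slide and the NS arrays in row 2, so the place on the slide and the group cannot be told apart. The number of arrays limits the precision of every value.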

We used the identical spinal cord tissue of rats for circRNA, lncRNA and mRNA microarray analysis. Thus, as previously reported, the morphine tolerated rat model was constructed successfully after repeated intrathecal injection of morphine for consecutive seven days when the MPE% almost dropped to 0 [12].

### Profiling of circRNAs in the spinal cord of rats with morphine or saline injection

According to the filtration criteria (fold changes ≥2.0 and *p*-values ≤0.05), there were 2038 circRNAs differentially expressed between MT and NS group, consisting of 896 up-regulated and 1142 circRNAs down-regulated circRNAs. 

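With limma on the quantile normalized values, 3201 of the 11382 circRNAs kept were DEcircRNAs, 1808 of them higher in MT (56.5%) and 1393 lower. The smallest adjusted p was 0.0237, and 5814 circRNAs had an unadjusted p of at most 0.05 whatever their fold change. The MT arrays all lay on one side of the NS arrays for 1643 of the up-regulated and 1343 of the down-regulated DEcircRNAs. Among all circRNAs kept, 2517 had every MT array above every NS array and 2545 had every MT array below, together 44.5% of them. Exchangeable arrays give 2.86% on average. CircRNAs vary together over the arrays and are not independent trials, so the share can lie far from this average by chance. The spread between arrays of one group was wider in MT, with a median SD of 0.68 on the log2 scale against 0.27 in NS. The number of calls depended on single arrays. It was 2619 without MT1, 5 without MT2 and 5181 without MT3. Without MT4, or without any 1 of the NS arrays, limma called 0 circRNAs, with a smallest adjusted p between 0.0536 and 0.0819, while between 4543 and 5464 circRNAs had an unadjusted p of at most 0.05. On the same normalized values of all 8 arrays, the methods' t-test called 3648 circRNAs at the unadjusted p of the stated threshold, 2043 higher and 1605 lower in MT, and 106 after Benjamini-Hochberg adjustment, 30 higher and 76 lower. On the log2 values deposited by the authors, limma called 2010 circRNAs, 889 higher and 1121 lower. The methods' t-test on those deposited values, a setting chosen after seeing the data, called 2038 circRNAs at the unadjusted p, 896 higher and 1142 lower, and 115 after adjustment. Of these 2038, 1722 were also called by limma on the quantile normalized values, in the same direction. The paper selects its DEcircRNAs by a fold change and a p-value, and takes the circRNAs past both thresholds as those that differ between morphine tolerated and saline rats.

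**Figure D1:**
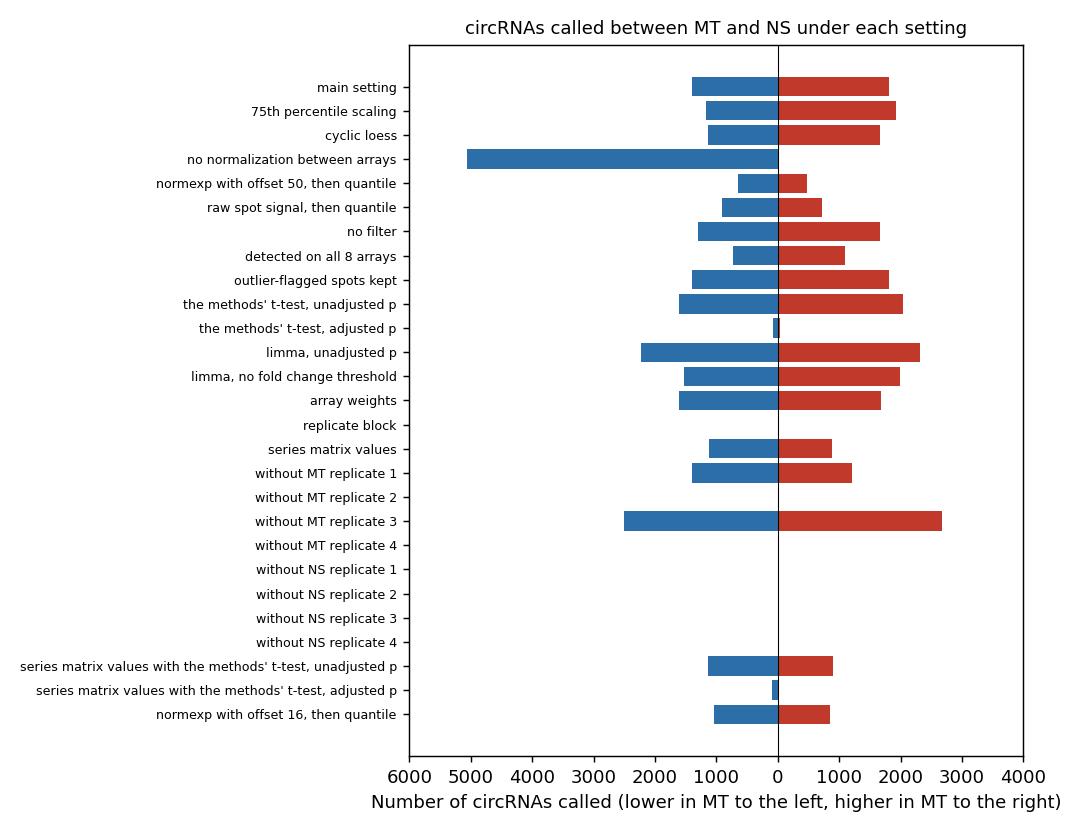
Number of circRNAs called lower (blue, to the left) and higher (red, to the right) in MT than in NS under each setting, counted outward from 0 on the horizontal axis. The main setting has 1808 higher and 1393 lower, and the bars are empty where 1 NS array or MT4 was left out.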

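Over all 11382 circRNAs kept, and not only those called, the arrays of different groups were on average 2.13 times as far apart as arrays of the same group (exact permutation test over the 35 splits of the 8 arrays into 4 and 4, p = 0.0286, the smallest p that this design allows). The distance was 1 minus the Pearson correlation of the log2 values across circRNAs. It lay between 0.0448 and 0.414 for pairs of an MT and an NS array, between 0.0198 and 0.270 within MT, and between 0.0211 and 0.0653 within NS, so the pairs within MT overlapped with the pairs between groups. MT3 and MT4 were 0.0198 apart, and MT3 was 0.0448 from NS2. MT1 was the array farthest from NS, at 0.367 to 0.414. The first principal component held 70.1% of the variance and had MT1 and MT2 at one end and the NS arrays at the other, with MT4 and MT3 in between. When the tree of average linkage was divided into 2 clusters, MT1 and MT2 formed one and the other 6 arrays formed the other. The median SD within MT was 2.48 times that within NS (exact permutation test, p = 0.0571), a difference that was not past 0.05 with 4 arrays per group. With 1 NS array left out, the ratio of distances was between 1.78 and 1.84, and the exact p was 0.0571 or 0.0857.

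**Figure D2:**
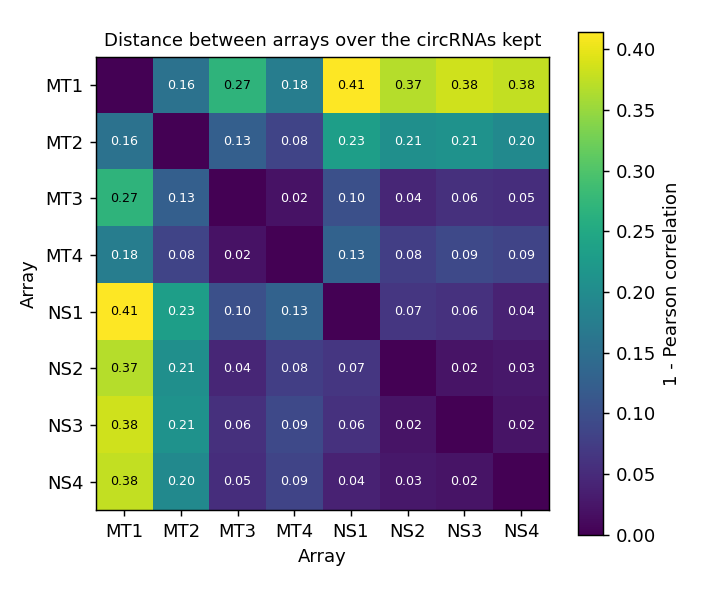
Distance between each pair of the 8 arrays, as 1 minus the Pearson correlation of normalized log2 values over the 11382 circRNAs kept (dark, close; light, far). NS arrays lie within 0.0653 of each other, while MT1 lies 0.367 to 0.414 from the NS arrays.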

All these DEcircRNAs were displayed in the hierarchical clustering in Fig. 1a, with red color representing high read counts and green color representing low read counts of circRNAs. 

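Before normalization, the median background-corrected signal over the 14145 circRNA probes was 11.1 intensity units on MT1, 12.7 on MT2, 38.9 on MT3 and 29.0 on MT4. On NS1 to NS4 it was 82.4, 54.9, 46.2 and 55.0, so every MT array was dimmer than every NS array. The mean of the log2 medians was 4.32 in MT and 5.86 in NS, a difference of −1.54 (exact two-sided permutation test, p = 0.0286). Without background correction the same difference was −0.94 (exact permutation p = 0.0286). With any 1 NS array left out, the difference stayed between −1.66 and −1.38, and the exact p was 0.0571. The share of circRNA probes well above background was 61.1% on MT1, 62.4% on MT2, 83.0% on MT3 and 77.6% on MT4. In NS it was 90.7%, 87.4%, 52.2% and 76.5%. NS3, with the lowest share, had the most uneven background over its surface, with a root mean square of the spatial trend that Feature Extraction removed of 17.3 units against 1.25 to 4.17 on the other arrays. After quantile normalization the medians over the circRNAs lay between 5.69 and 5.75 on the log2 scale on all 8 arrays. This step gives every array the same distribution by construction, so the signal per array can be compared only before it. The methods state that a set mass of labelled cRNA was hybridised, so this signal is not a total per rat.

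**Figure D3:**
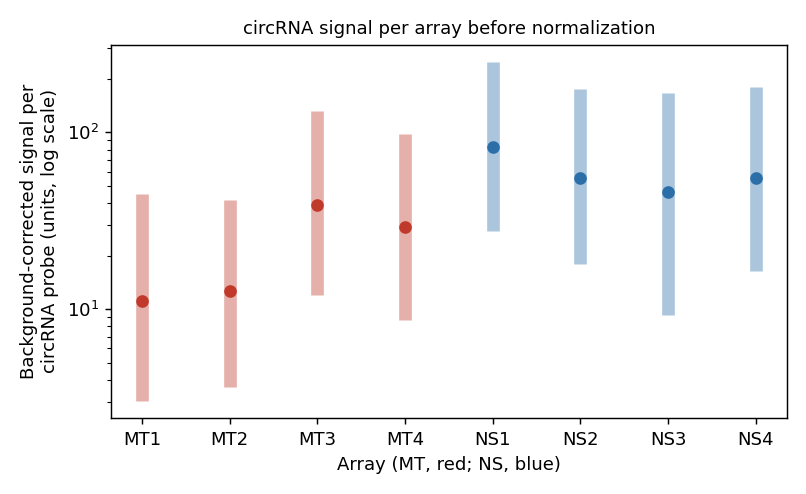
Background-corrected signal per circRNA probe on each array before normalization, in intensity units on a log axis. Points are medians and bars run from the 25th to the 75th percentile over the 14145 probes, with MT in red and NS in blue. The MT medians, 11.1 to 38.9, all lie below the NS medians, 46.2 to 82.4.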

The enrichment of total circRNAs in the spinal cord tissue from 4 MT rats and 4 NS rats was estimated and illustrated in Fig. 1b. As demonstrated in the volcano plot in Fig. 1c, the up-regulated circRNAs were represented as the red dots on the left, while the down-regulated circRNAs were represented as the red dots on the right. 

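In the fit, a positive log2 fold change (MT minus NS) is a higher level in MT, so up-regulated circRNAs have positive values. Over the circRNAs kept, the log2 fold change ran from −4.51 to 4.41, and the smallest unadjusted p from limma was 2.46e-06. A fold change of at least 2 was reached by 2516 circRNAs in the direction of MT and by 2693 in the direction of NS, before any test. Among the up-regulated DEcircRNAs whose MT arrays all lay above all NS arrays, the largest change in this setting was that of rno_circRNA_016296 (host gene Slc35f2), with a log2 fold change of 4.17 (standard error 1.01, adjusted p = 0.0317 from limma). The place depends on the processing, since its log2 fold change ran from 1.83 to 4.17 over 17 other settings with all 8 arrays, and its rise took place 2 among all circRNAs kept here and place 9 among those past the thresholds of the methods' t-test on the deposited values, at the unadjusted p. It was 3.37 without NS3 and 4.81 without NS1. Its level was 7.60 ± 1.52 (SD, n = 4) in MT and 3.43 ± 1.92 (SD, n = 4) in NS, where it was well above background on 3 of the 4 arrays. The probes ASCRPR001538 and ASCRPR006768, whose circRNAs are not named here, followed with log2 fold changes of 3.59 and 3.54 (limma adjusted p = 0.0323 for both), and each was well above background on 2 of the NS arrays. Their values rest in part on signals near the background. That of ASCRPR001538 ran from 1.49 to 3.59 over the same 17 settings, with no call in 5. That of ASCRPR006768, which was well above background on 3 of the MT arrays, ran from 1.13 to 4.74, with no call in 8. Among the down-regulated DEcircRNAs, probe ASCRPR012889 was well above background on all 4 NS arrays and on 2 of the MT arrays. MT1 and MT2 were not well above background for it, at signals of 1.24 and 1.42 intensity units. The size of its log2 fold change, −4.15 here (limma adjusted p = 0.0304), is therefore not fixed by these arrays. It ran from −5.16 to −1.39 over the 17 settings. None of these 4 was called when any 1 NS array was left out.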

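Across the 11382 circRNAs kept, the mean log2 level in MT correlated with that in NS at a Pearson r of 0.865, where circRNAs are not independent replicates. The 2 means lay within 2-fold of each other for 54.2% of the circRNAs, and 5209 circRNAs were at least 2-fold apart. The fold change did not follow the mean level, with a Spearman correlation of −0.0467 across circRNAs. Quantile normalization removes such a trend, so this value does not exclude a bias with level. For 82.6% of the circRNAs the SD between arrays was higher in MT than in NS. These levels are relative to the rest of each array, since normalization removed the difference in signal between the groups. Before normalization the median log2 difference over the circRNAs kept was −1.40. For the circRNAs called lower in MT it was −3.11, and all 1393 of them were lower in MT on that scale too. For those called higher in MT it was 0.04, and 981 of the 1808 were higher in MT before normalization.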

The average level of each circRNA in both groups was shown in the scatter plot in Fig. 1d, it is obvious that a large number of circRNAs were significantly modified by morphine treatment. 

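The copy of Table S2 used here lists 58 circRNAs, 28 up-regulated and 30 down-regulated, with the raw mean of each group. Each raw mean pair equalled the mean spot signal over the 4 arrays of each group for exactly 1 probe (within 0.001), which tied all 58 names to their probes. With limma, 51 of the 58 were DEcircRNAs in the direction of the table, all 28 up-regulated and 23 of the 30 down-regulated. The study chose these circRNAs on the same arrays, so this count is not independent evidence. The MT arrays did not overlap with the NS arrays for 14 of the up-regulated and all 30 of the down-regulated entries. The log2 fold changes ran from 1.05 to 4.17 for the up-regulated and from −4.51 to −2.88 for the down-regulated. Across the 58, their Spearman correlation with the log2 fold changes of the table was 0.930, and it was 0.783 within the up-regulated and 0.667 within the down-regulated. Of the first up-regulated entries, mmu_circRNA_36795 (RGD1564809) had a log2 fold change of 3.22 (standard error 0.98, limma adjusted p = 0.0404), with NS1 above MT3 and 3 of the 4 NS arrays well above background. rno_circRNA_009458 (Rictor) and rno_circRNA_016457 (Dis3l) had values of 3.22 and 3.04 (limma adjusted p = 0.0328 and 0.0317), with no overlap between the groups, and the latter was well above background on 3 of the 4 NS arrays. Of the first down-regulated entries, mmu_circRNA_31675 (Rbm27) fell by 4.06 on the log2 scale and rno_circRNA_005882 (Psd3) fell by 3.62 (limma adjusted p = 0.0345 and 0.0304). The former was well above background on 3 of the 4 MT arrays. A signal not well above the background of its array is an uncertain level, so the sizes of these changes are less certain. Without MT1 their log2 fold changes were −2.90 and −2.78. With 1 array left out, those of the first 3 up-regulated entries ran from 2.48 to 4.08, from 2.52 to 3.75 and from 2.57 to 3.59. The table names 46 host genes, of which 43 were found in the gene table of the GRCr8 assembly, 9 of them under a newer symbol. Rere, which encodes a nuclear receptor co-regulator, is the host gene listed most often. Its 5 circRNAs all fell, with log2 fold changes between −3.09 and −2.94 and limma adjusted p between 0.0419 and 0.0475, and each had every MT array below every NS array. Without MT1 they were between −2.28 and −1.99. Without MT2, without MT4 or without any 1 of the NS arrays, limma called 0 of the 58 at the adjusted p and between 56 and 58 at the unadjusted p.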

Thirty mostly increased and mostly decreased circRNAs were listed in Additional file 2: Table S2. Most of the host genes encoding the DEecircRNAs are exonic, and they distribute over all chromosomes (Fig. 1e-f). All of the microarray results have been uploaded to the GEO database (GSE133602).GO and KEGG analysis of the biological function of circRNA host genes.

**Fig. 1:**
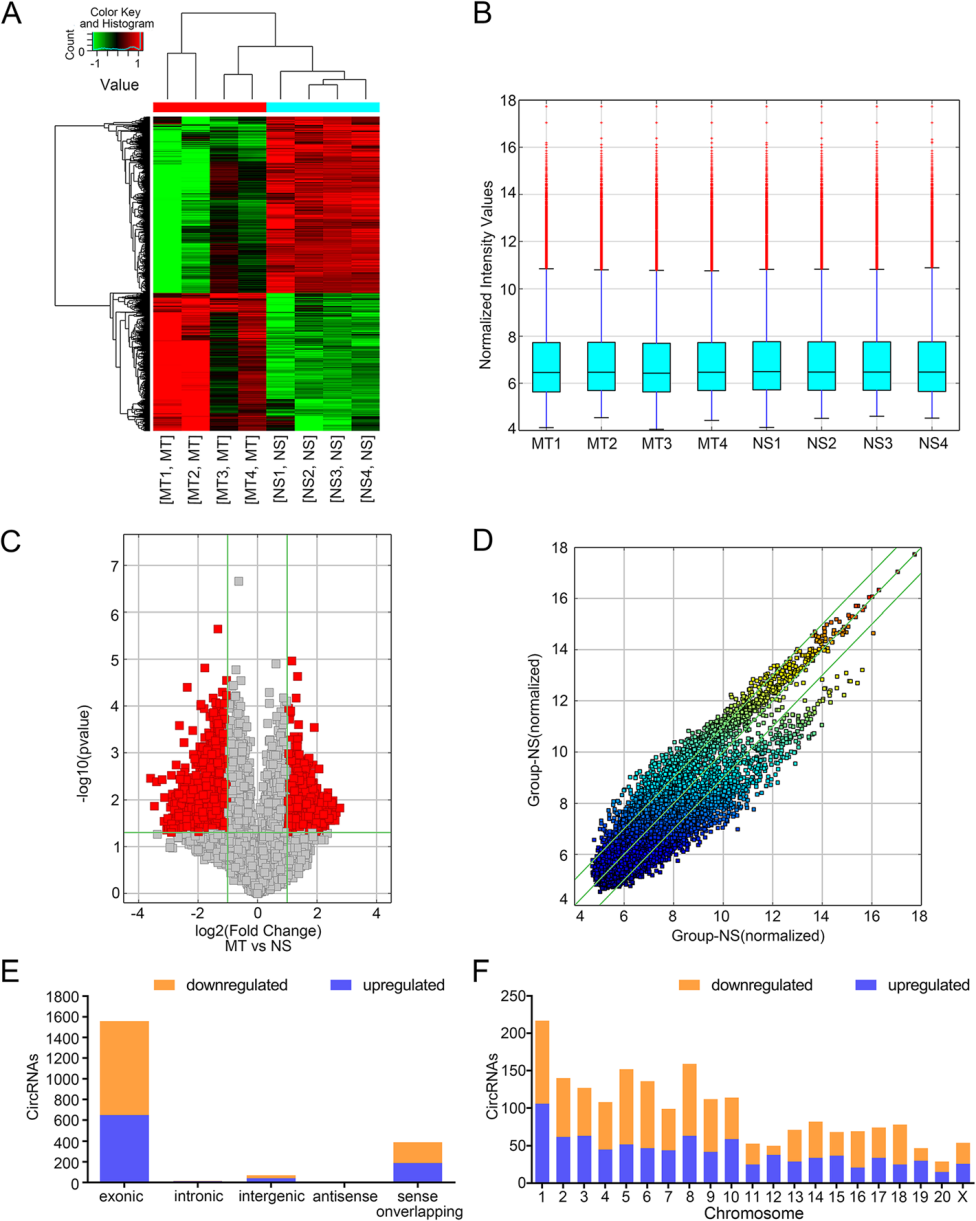
The circRNA expression profile in the spinal cord of morphine-tolerated and sham rats. **a**. Heat map generated by hierarchical clustering of differentially expressed circRNAs in 4 MT and 4 NS samples; the highly- and lowly-expressed circRNAs are represented in red and green respectively; **b**. The box plot shows the enrichment of total circRNAs in each sample; **c**. The red spots in the volcano plot represented the differentially expressed circRNAs with statistical significance; **d**. Scatter plot illustrated the normalized circRNA expression in both groups. The x-axis represented the circRNA level in NS group, the y-axis represented the circRNA level in MT group, circRNAs distributed above the top green line or below the green bottom line are the ones with a between-group fold change more than 2.0; **e**. The classification of DEcircRNAs based on their origin, most DEcircRNAs were originated from exons. **f**. The chromosome distribution of DEcircRNAs: the host genes of DEcircRNAs were distributed in all chromosomes. MT, morphine tolerance; NS, normal saline

The host genes of these DEcircRNA were submitted for GO and KEGG analysis. The result of GO analysis for the up and down-regulated circRNAs respectively was listed in Fig. 2a-f, consisting of three different aspects named biological process (BP), cellular component (CC) and molecular function (MF). According to the KEGG analyses, the most significantly enriched pathways of the up-regulated circRNA host genes were glutamatergic synapse, long-term potentiation, axon guidance, type II diabetes mellitus, Rap1 signaling pathway, Ras signaling pathway, calcium signaling pathway, cholinergic synapse, MAPK signaling pathway and aldosterone synthesis and secretion (Fig. 2g). While the most significantly enriched pathways of the down-regulated circRNA host genes were ubiquitin-mediated proteolysis, colorectal cancer, hepatitis B, mitophagy, glutamatergic synapse, pancreatic cancer, MAPK signaling pathway, valine, leucine and isoleucine degradation, hedgehog signaling pathway and axon guidance (Fig. 2h).

**Fig. 2:**
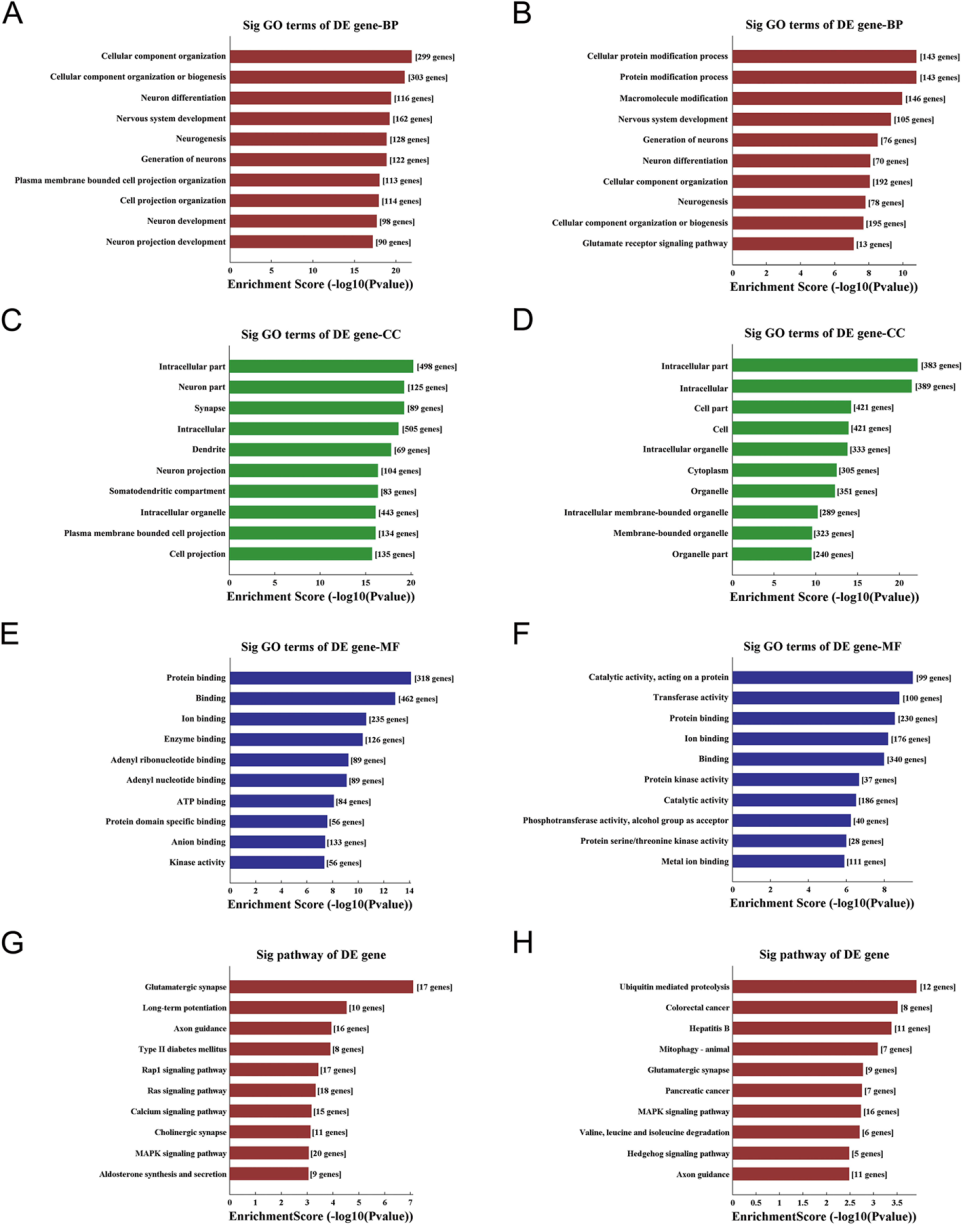
Gene Ontology and KEGG Pathway enrichment for the host genes encoding DEcircRNAs. The left column (**a**, **c**, **e** and **g**) and right column (**b**, **d**, **f** and **h**) represented the result of up- and down-regulated circRNAs, respectively. BP: biological process, CC: cellular component, and MF: molecular function

### Validation of DEcircRNA by real-time PCR

Four up-regulated and five down-regulated circRNAs with great expression difference and small *p*-value between groups, high abundance and low intra-group variation were selected for validation. 

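Of the 9 circRNAs taken to qRT-PCR, 8 could be tied to a probe through Table S2, and rno_circRNA_015657 was not analysed here. With limma, 7 of the 8 were DEcircRNAs. The largest change was that of rno_circRNA_005151 (Whsc1, now Nsd2), at 6.03 ± 2.63 (SD, n = 4) in MT and 10.54 ± 0.12 (SD, n = 4) in NS on the log2 scale, a log2 fold change of −4.51 (standard error 1.08, adjusted p = 0.0315 from limma). Its value was 2.18 on MT1, where it was not well above background, and between 6.60 and 8.02 on the other MT arrays. rno_circRNA_010774 (RGD1560248), rno_circRNA_014599 (Ralgapa1) and rno_circRNA_012605 (Nrd1, now Nrdc) fell by 3.74, 2.88 and 3.10 on the log2 scale (limma adjusted p = 0.0447, 0.0324 and 0.0304). Like rno_circRNA_005151, rno_circRNA_010774 and rno_circRNA_012605 were well above background on 3 of the 4 MT arrays. rno_circRNA_017999 (Zfx) fell by 3.30 (standard error 1.14), and with a limma adjusted p of 0.0533 it was not called. Its SD was 2.79 in MT, where MT1 had 4.32 and the other arrays 8.63 to 10.56, and 0.09 in NS. Among the up-regulated circRNAs, rno_circRNA_008508 (Serpini1) was at 9.76 ± 0.84 (SD, n = 4) in MT and 7.01 ± 1.13 in NS, a log2 fold change of 2.76 (limma adjusted p = 0.0304). rno_circRNA_004800 (Evi5) rose by 2.49 (limma adjusted p = 0.0307) and rno_circRNA_000047 (Nav2) by 1.05 (limma adjusted p = 0.0475) on the log2 scale. For each of the 8 the MT arrays lay on one side of the NS arrays (exact two-sided permutation test, p = 0.0286). Adjusted over the list alone, all 8 had a limma p of at most 0.05, from 0.00455 to 0.0176, but the study chose this list on the same arrays, so that count is not independent evidence. The size of the falls depended on MT1 and MT3. The log2 fold change of rno_circRNA_005151 was −3.22 without MT1 and −5.17 without MT3. That of rno_circRNA_010774 was −2.40 and −4.56, that of rno_circRNA_014599 −2.05 and −3.34, that of rno_circRNA_012605 −2.35 and −3.56, and that of rno_circRNA_017999 −1.96 and −4.04. The rises moved less on the log2 scale with 1 array left out. They ran from 2.28 to 3.11 for rno_circRNA_008508, from 2.06 to 2.91 for rno_circRNA_004800 and from 0.77 to 1.30 for rno_circRNA_000047. That of rno_circRNA_000047 is small, and it was below 2-fold without MT1 (0.77) and without NS2 (0.998). With all 8 arrays, rno_circRNA_000047 was not called in 6 of 18 other settings, and rno_circRNA_010774 in 6 of 17. With MT2, MT4 or any 1 of the NS arrays left out, limma called 0 of the 8 at the adjusted p and 7 or 8 at the unadjusted p. Without MT3 it called all 8 at the adjusted p.

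**Figure D4:**
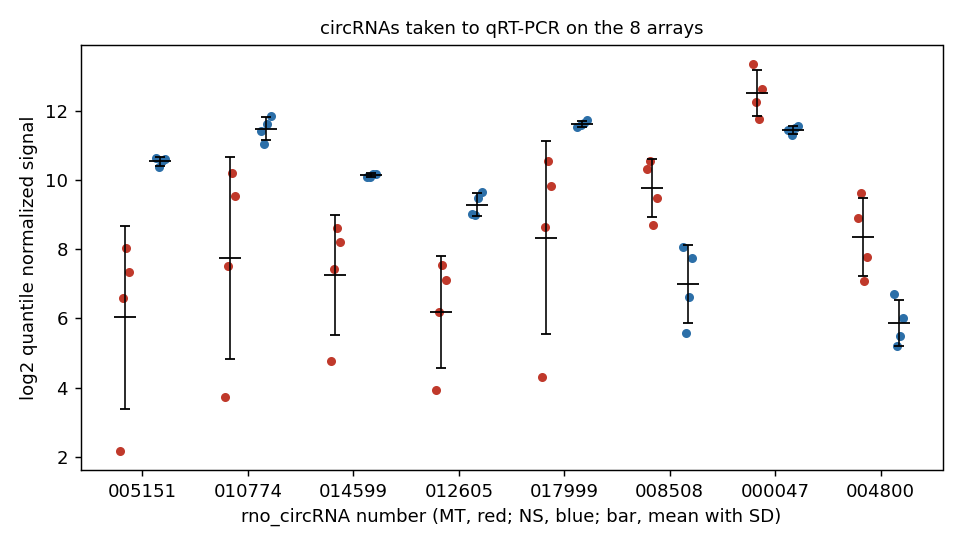
Normalized log2 signal of the 8 circRNAs tied to a probe on the 4 MT arrays (red) and the 4 NS arrays (blue), with the mean and SD of each group. The NS arrays of rno_circRNA_005151 lie between 10.36 and 10.64, and its MT arrays between 2.18 and 8.02.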

As what was shown in Fig. 3, the rno_circRNA_005151, rno_circRNA_010774, rno_circRNA_014599, rno_ circRNA_012605 and rno_circRNA_017999 were significantly down-regulated, the rno_circRNA_008508 and rno_circRNA_000047 were significantly up-regulated in morphine tolerated rats, consistent with the microarray result, but the expression of rno_circRNA_015657 and rno_circRNA_004800 kept unchanged between two groups.

**Fig. 3:**
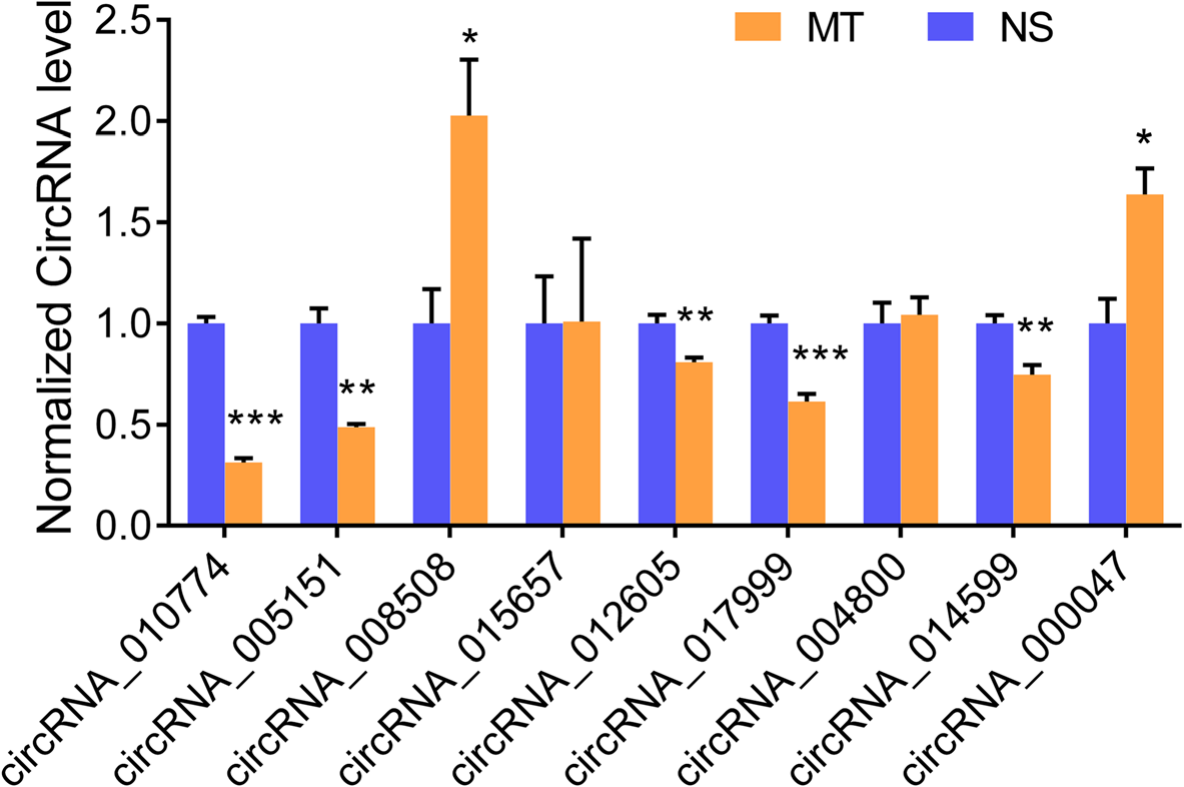
Verification of selected DEcircRNAs expression by real-time PCR. NS, normal saline; MT, morphine tolerance. ^*^P<0.05; ^**^P<0.01; ^***^P<0.001, NS vs. MT

### Function prediction of the validated DEcircRNAs

Among these validated DEcircRNAs,rno_circRNA_005151, rno_circRNA_010774 and rno_circRNA_015657 were selected for further function prediction. For each one of them, five putative interacting miRNAs with the highest matching score were selected (listed in Additional file 3: Figure S1). Then, these 15 miRNAs in total were used for prediction of their target mRNAs and a network containing these miRNAs and genes was constructed as shown in Fig. 4. The result of GO and KEGG analysis of these target genes that may be modulated through circRNA-miRNA-mRNA pathways was exhibited in Fig. 5. The most highly enriched biological process, cellular component and molecular function were regulation of gene expression, intracellular part and binding, respectively (Fig. 5a-c). The most significantly enriched pathways of these target genes were sphingolipid signaling pathway, endocytosis, autophagy, pathways in cancer, choline metabolism in cancer, endocrine and other factor-regulated calcium reabsorption, mTOR signaling pathway, Wnt signaling pathway, oxytocin signaling pathway, GABAergic synapse (Fig. 5d).

**Fig. 4:**
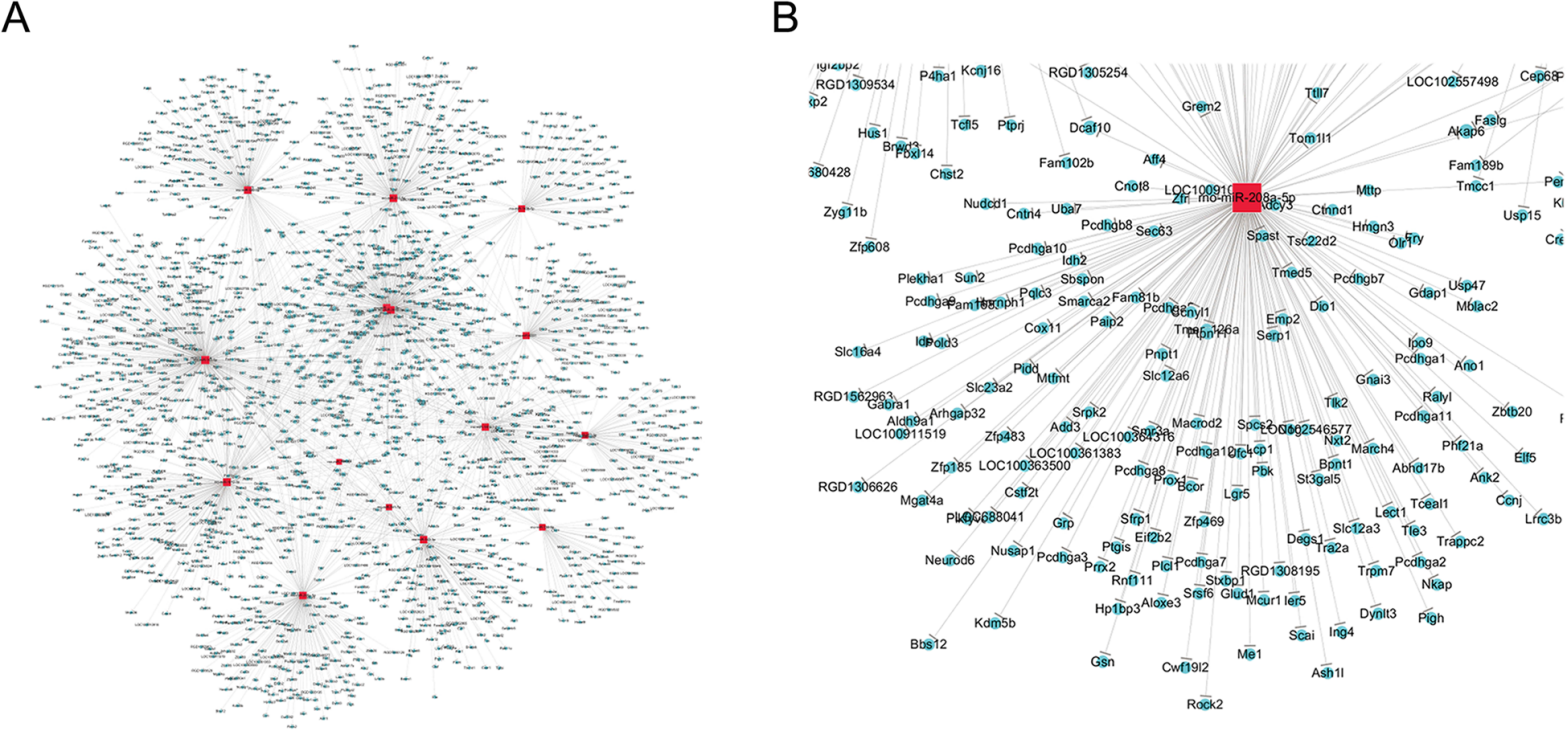
The predicted downstream miRNA-mRNA network of the validated DEcircRNAs. **a**. the panorama of the miRNAs-mRNA network; **b**. the partially enlarged detail of the miRNAs-mRNA network; red and blue spots represented miRNA and mRNA respectively

**Fig. 5:**
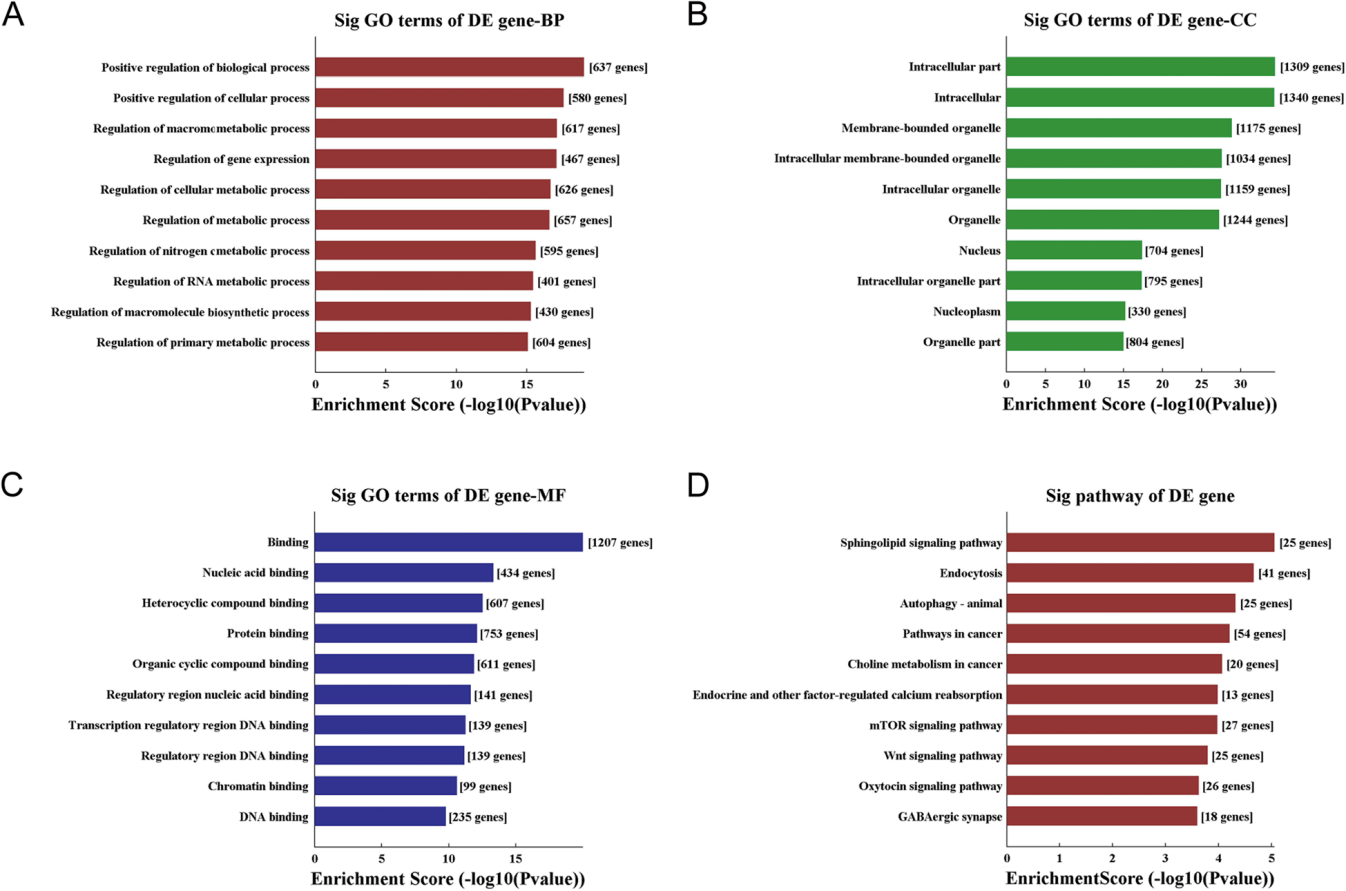
Gene Ontology (**a**-**c**) and KEGG Pathway enrichment (**d**) for the putative target genes of validated DEcircRNAs via circRNA/miRNAs pathway

### CeRNA analysis for the validated DEcircRNAs

In our previous research, we have filtered plenty of differentially-expressed mRNAs (DEmRNAs) in the identical spinal cord tissues [12]. The interactions between the three selected circRNAs after validation, all of their predicted interacting miRNAs and these DEmRNAs were calculated and visualized as the CeRNA network as Fig. 6.

**Fig. 6:**
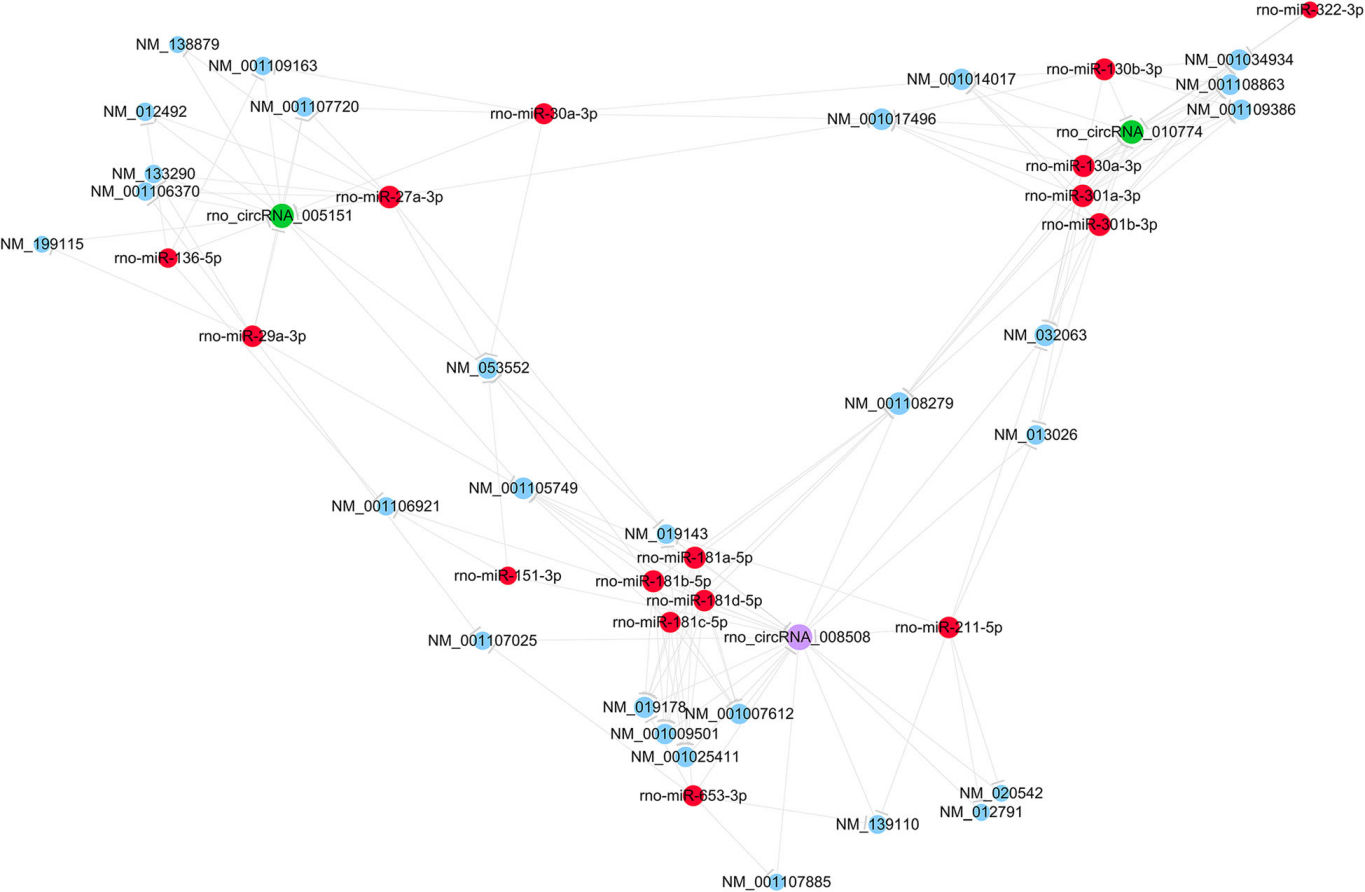
CeRNA analysis for the validated DEcircRNAs, putative target miRNAs and DEmRNAs. Green and purple spots represented down- and up-regulated circRNAs respectively, red and blue spots represented putative target miRNAs and microarray-filtered DEmRNAs respectively

## Discussion

In this study, we reported circRNA profiles in the central nervous system of morphine-tolerated rats for the first time. The profile revealed that 896 circRNAs were up-regulated and 1142 circRNAs were down-regulated in the lumbar spinal cord tissue after tolerance induction by chronic morphine treatment. Also, we validated three DEcircRNAs, then constructed their putative downstream miRNAs-mRNA network based on the circRNA-miRNA and miRNA-mRNA interaction prediction. The GO and KEGG analysis according to the host gene of all microarray-screened DEcircRNA and the genes under putative modulation by validated circRNAs via circRNA/miRNA/mRNA pathways provided an overview for the role of circRNAs in morphine tolerance. Finally, in combination with the DEmRNAs data derived from our previous research, we conducted the ceRNA analysis and constructed a circRNA/miRNA/mRNA interaction network [12].

A large number of actively transcribed human genes have been reported producing circRNAs [24, 25]. The well recognized biogenetic process of circRNAs requires repetitive element sequences to form intronic complementary sequences (ICSs) in the introns flanking circularized exons [23]. However, there are also other unknown back-splicing mechanisms, as in our finding, circ_005151 includes the first exon of WHSC1, which was usually not believed to be circularized because of the lack of upstream intron. The similar finding was also reported by Kristensen et al., who noticed the circRNA from the KRT5 gene is derived from cryptic splice sites found within the first exon [26]. And according to the circBase, there are 4 circRNAs may be originated from KRT5 contain the first exon.

It is now widely accepted that circRNAs could be expressed dynamically and play an indispensable role during cell cycle, development, organ differentiation, and upon pathological conditions [27, 28]. CircRNAs could exert their function through multiple mechanisms. A major one is modulating their host genes by regulating splicing or transcription and by interacting with RNA-binding proteins (RBPs) [29, 30]. Resultantly, though controversies keep existing, most researchers reported that the circRNAs level and their linear counterpart from the same gene were largely correlated [17, 27, 31]. Based on this, we first conducted the GO analysis and KEGG pathway analysis for the host genes of the DEcircRNAs to predict the putative functions of them. The GO analysis implied that the DEcircRNAs were presumably involved in the development and differentiation of neurons and synapses, the development of the nervous system and transmission of neural signals. The KEGG pathway analysis showed enrichment in the biological processes of glutamatergic synapse, MAPK signaling pathway and axon guidance. It could be reasonable, as many of these processes are considered accounting for the formation of chronic morphine tolerance. After chronic exposure to morphine, the phosphorylation of ERK and p38, two essential components of the MAPK family, was up-regulated. Inhibition of ERK and p38 was able to attenuate the analgesic tolerance of morphine [8, 32–36]. A study proposed one of the possible mechanism that morphine activates MOR/AKT/K_ATP_/ERK pathway to induce the HSP70 release from the neuron, which activated microglia and led to p38 and NF-κB p65 phosphorylation, activation of NLRP3 inflammasome and analgesic tolerance finally [37]. Besides modulating MAPK pathway, chronic morphine exposure significantly increases the expression and activity of the glutamatergic receptor, enhances glutamatergic synaptic transmission, and down-regulates the membrane glutamate transporters GLT-1 in the spinal cord, hippocampus or nucleus raphe magnus respectively [38–41]. Blocking the spinal NMDAR, a critical pre- and post-synaptic glutamatergic receptor, significantly attenuated the development of morphine tolerance [42, 43].

Another essential function of circRNAs is serving as a sponge to miRNAs [22, 23]. Thus, for the validated DEcircRNAs, we predicted their interactive miRNAs with the highest matching score, then enrolled the putative downstream target mRNAs for GO and KEGG pathway analysis. The annotation of these target genes gave clues for the function of the validated circRNAs through circRNA/microRNA/mRNA pathways. Consistent with our prediction, in the spinal cord, the involvement of GABAergic synapse, mTOR signaling pathway and autophagy in morphine tolerance has already been documented. Chronic morphine treatment induces CatB-dependent excessive autophagy and leads to GABAergic interneurons dysfunction in the superficial layer of the spinal cord. Blocking autophagy or CatB could successfully inhibit the development of morphine tolerance dose-dependently [44]. Another study reported an increased abundance of GABA transporter 1(GAT-1), which regulates the level of GABA, in the lumbar spinal cord after chronic morphine consumption. Inhibition of GAT-1 improves the antinociceptive effect of morphine [45]. μ opioid receptor activation triggers the PI3K/Akt/mTOR pathway to promotes spinal protein translation and finally leads to morphine tolerance and hyperalgesia [46].

In our previous research, we have already screened a great number of mRNAs that were greatly changed in the identical spinal cord samples [12]. By computative ceRNA analysis utilizing the validated DEcircRNAs, all of their putative target miRNAs and the microarray-filtered DEmRNAs, we noticed that the up-regulated circRNA_008508 was able to suppress miR-181b-5p, miR-181d-5p, miR-181c-5p and miR-181a-5p, while the miR-181 family could bind to Toll-like receptor 4 (TLR-4) according to the prediction. As proved by other researchers, miR-181b and miR-181c suppressed TLR-4 expression directly [47, 48]. Chronic morphine treatment evoked activation of toll-like receptor 4 (TLR4) in microglia, which led to NOD-like receptor protein 3 (NLRP3) inflammasome and NF-κB activation, enhanced proinflammatory cytokines such as TNF-α and IL-1β, and resultantly facilitated the development and maintenance of analgesic tolerance [37, 49]. So, it is reasonable to assume that the elevated circRNA_008508 may sponge with miR-181 family and relieve their suppression to TRL-4, thus evoke neuroinflammation and promote morphine tolerance finally. This hypothesis will be tested in our further study. With all these inspiring functional predictions of DEcircRNAs, it is noticeable that the stoichiometric analyses will be important when confirming the miRNA “sponge” effect to any RNAs. The stoichiometric analyses quantify the abundance of miRNAs and their RNA binding sites, which influences the competition between target sites and finally shapes the effect of miRNAs along with other elements such as the affinity of binding sites [50].

Though the change of over 2000 circRNAs was detected by microarray analysis, their function has barely been identified in vivo or in vitro. The interaction between circRNAs and miRNAs has been solely predicted by software, further validation should be made in future studies. Even though with many questions not answered, it is the first study conducting circRNA profile and ceRNA analysis in the morphine-tolerated model, it will provide valuable information for exploring the role of non-coding RNAs in the pathogenesis of morphine tolerance.

## Supplementary information

**Additional file 1: Table S1.** The primers for real-time PCR.

**Additional file 2: Table S2.** The detailed information of top 30 up-regulated and 30 down-regulated circRNAs.

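Table S2 gives for each circRNA a fold change, a p-value, the symbol of the host gene and a raw mean in each group. The raw means equal the mean of the median pixel brightness of the spot, without background correction, over the arrays of the group. The fold changes equal 2 to the power of the difference between the group means of the log2 values deposited by the authors, with a largest relative difference of 1.90e-06 over the 58 entries held here, and the larger group stands over the smaller one. The raw columns and the fold changes are therefore on different scales. The ratio of the raw means of rno_circRNA_017999 is 5.73, while the fold change of the table is 8.35 and that of the background-corrected values is 9.82. The deposited log2 values have the same order as the spot brightness minus its local background within each array (Spearman correlation 1.00).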

**Additional file 3: Figure S1.** The putative target miRNAs of the validated circRNAs with the highest matching score. A-C. Putative target miRNAs of circRNA _ 005151, _008508 and _010774 respectively.

## Data Availability

Please contact the author for data requests.

## Abbreviations

BP: Biological process
CC: Cellular component
circRNA: Circular RNA
DEcircRNAs: Differentially-expressed circRNAs
DEmRNAs: Differentially-expressed mRNAs
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNA: Long non-coding RNA
MF: Molecular function
miRNA: MicroRNA
qRT-PCR: Quantitative real-time PCR

# Supplementary material for: Circular RNA expression profile in the spinal cord of morphine tolerated rats and screen of putative key circRNAs
**Source:** Mol Brain. 2019 Sep 18;12:79. doi: 10.1186/s13041-019-0498-4
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. The primers for real-time PCR.

Table S1.The primers for real-time PCR

| **gene** | **Prime sequence** | **annealing temperature (℃)** | **Length of PCR product(bp)** |
| --- | --- | --- | --- |
| GAPDH(RAT) | F:5’ GCTCTCTGCTCCTCCCTGTTCTA3'  R:5’ TGGTAACCAGGCGTCCGATA3’ | 60 | 124 |
| rno_circRNA_010774 | F:5' CTGAACAACAAGAATCCCAGAAC3'  R :5’ GCCCGTAAACACATGATACAAAC3’ | 60 | 207 |
| rno_circRNA_005151 | F:5' GGACAAAAATCGGATAATAAGA3'  R :5’ AGAGGACTTTTTCTGATGCTAA3’ | 60 | 184 |
| rno_circRNA_008508 | F:5' GATTCCAATGATGTATCAACAAGG3'  R :5’ AGAGCAGTCCAAGGTAAGCCAT3’ | 60 | 78 |
| rno_circRNA_015657 | F:5' CAGGAAGTATTTTTATTGGAAGAGG3'  R :5’ TCTGGGGGGAAACAAATCATC3’ | 60 | 103 |
| rno_circRNA_012605 | F:5' TACCCCACAAGGTTGCCTGT3'  R :5’ TGCTCTTCCACAGTTCAGTCCA3’ | 60 | 144 |
| rno_circRNA_017999 | F:5' TAGATGCCAACGGGGTCCCT3'  R :5’ TGAGTCTGGGTCATCGGGAAC3’ | 60 | 200 |
| rno_circRNA_004800 | F:5' ACTCCTGGCTAAGCTGGAGG3'  R :5’GGCTGGCCATCTGACTGACT3’ | 60 | 121 |
| rno_circRNA_014599 | F:5' ACCTCAGAAACCTCAGTCAGCA3'  R :5’ AGCATAGCAGGACCACCACT3’ | 60 | 187 |
| rno_circRNA_000047 | F:5' ACCTCAGCCTCAGCAGCAAT3'  R :5’ GGATGGCTGAGGAGGAGCAG3’ | 60 | 171 |

# Supplementary material for: Circular RNA expression profile in the spinal cord of morphine tolerated rats and screen of putative key circRNAs
**Source:** Mol Brain. 2019 Sep 18;12:79. doi: 10.1186/s13041-019-0498-4
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. The detailed information of top 30 up-regulated and 30 down-regulated circRNAs.

Table S2. The detailed information of top 30 up-regulated and 30 down-regulated circRNAs

| **Up-regulatedcircRNAs** | **Fold change(MT/NS)** | ***P*-value** | **GeneSymbol** | **group-MT(raw)** | **group-NS(raw)** |
| --- | --- | --- | --- | --- | --- |
| mmu_circRNA_36795 | 6.0845975 | 0.018356319 | RGD1564809 | 419.25 | 235.125 |
| rno_circRNA_009458 | 5.8074712 | 0.027309230 | Rictor | 336.75 | 155.75 |
| rno_circRNA_016457 | 5.7272536 | 0.010350693 | Dis3l | 350 | 151.25 |
| rno_circRNA_004155 | 5.7259444 | 0.012519971 | Kdm5b | 261.25 | 116.875 |
| rno_circRNA_001246 | 5.7195934 | 0.020625997 | Fam178a | 255.5 | 113.25 |
| rno_circRNA_013958 | 5.6670224 | 0.021508023 | Ttc7 | 611.25 | 347 |
| rno_circRNA_016296 | 5.6437067 | 0.027365629 | Slc35f2 | 172.75 | 73.625 |
| rno_circRNA_015860 | 5.6400487 | 0.011516258 | Setd2 | 547.625 | 312.625 |
| rno_circRNA_001555 | 5.5110625 | 0.025346605 | Pde10a | 538 | 312.625 |
| rno_circRNA_002750 | 5.4581638 | 0.027657895 | Tlk2 | 263.5 | 125.375 |
| rno_circRNA_001507 | 5.3238053 | 0.013889338 | Scaf8 | 511.25 | 251.875 |
| rno_circRNA_012504 | 5.3151921 | 0.012598287 | Prex2 | 231.125 | 103.75 |
| rno_circRNA_002748 | 5.2250529 | 0.024787052 | Tlk2 | 163 | 74.375 |
| mmu_circRNA_36027 | 5.1529633 | 0.017980549 | Lppr4 | 476.625 | 221.625 |
| rno_circRNA_008508 | 5.1019928 | 0.007004750 | Serpini1 | 671.25 | 311 |
| rno_circRNA_003463 | 5.0880770 | 0.008794891 | Slc46a3 | 976.25 | 449.625 |
| rno_circRNA_007341 | 5.0858725 | 0.011376886 | Csnk1g3 | 183.625 | 86.375 |
| rno_circRNA_017300 | 5.0211465 | 0.018699698 | Fam126b | 370.75 | 186.875 |
| mmu_circRNA_28075 | 5.0060787 | 0.021940609 | Ubac2 | 471.625 | 248.75 |
| rno_circRNA_003841 | 4.9899534 | 0.014017251 | Fry | 535.875 | 269.375 |
| rno_circRNA_002713 | 4.9315080 | 0.016009322 | Eftud2 | 506.5 | 291.625 |
| rno_circRNA_013445 | 4.8211269 | 0.019144936 |  | 782.5 | 481.75 |
| rno_circRNA_003127 | 4.7834488 | 0.035158429 | Cblb | 258 | 120.125 |
| rno_circRNA_005773 | 4.6613685 | 0.021098343 | RGD1561609 | 1973.375 | 543.875 |
| rno_circRNA_012315 | 4.6579601 | 0.013540549 | Frem1 | 340.25 | 213.125 |
| rno_circRNA_006313 | 4.6378870 | 0.020471688 | Fam70b | 768.125 | 391.75 |
| rno_circRNA_004800 | 4.4214763 | 0.011443161 | Evi5 | 271.5 | 151 |
| rno_circRNA_000047 | 2.1238537 | 0.009865310 | Nav2 | 5486.25 | 3387.625 |

| **circRNA** | **FC (abs)** | ***P*-value** | **GeneSymbol** | **group-MT(raw)** | **group-NS(raw)** |
| --- | --- | --- | --- | --- | --- |
| rno_circRNA_005151 | 12.125677 | 0.003497230 | Whsc1 | 150.625 | 1872.375 |
| mmu_circRNA_31675 | 11.094593 | 0.013568066 | Rbm27 | 366.5 | 2927.625 |
| rno_circRNA_005882 | 10.554504 | 0.004136434 | Psd3 | 448.75 | 5631.5 |
| rno_circRNA_005883 | 9.2261508 | 0.003722234 | Psd3 | 394.25 | 4614 |
| rno_circRNA_010774 | 8.8206270 | 0.028672918 | RGD1560248 | 589.75 | 3626.5 |
| rno_circRNA_009194 | 8.7596182 | 0.008853479 | Homer1 | 237.5 | 2436.25 |
| rno_circRNA_017999 | 8.3456462 | 0.044199791 | Zfx | 718.25 | 4113 |
| rno_circRNA_004568 | 8.2347720 | 0.034998365 | Vps54 | 289.25 | 1980.5 |
| rno_circRNA_000819 | 8.1257068 | 0.024806782 | LOC100360606 | 481.875 | 3212.625 |
| rno_circRNA_016943 | 8.0659051 | 0.035785593 | Tbc1d5 | 830.25 | 4731 |
| rno_circRNA_016945 | 7.9787274 | 0.032583911 | Tbc1d5 | 943.625 | 5265.375 |
| rno_circRNA_014598 | 7.9373836 | 0.041628689 | Ralgapa1 | 341.125 | 2382.875 |
| rno_circRNA_013019 | 7.6551661 | 0.042293287 | Rere | 2727.375 | 12837.75 |
| rno_circRNA_009921 | 7.6490638 | 0.037065004 | Hipk3 | 815.625 | 4280.875 |
| rno_circRNA_016441 | 7.6440329 | 0.034586158 | Pias1 | 304.875 | 1757.25 |
| rno_circRNA_016592 | 7.6123436 | 0.014279562 | Vps13c | 161.5 | 1299.375 |
| rno_circRNA_013017 | 7.5584869 | 0.044158163 | Rere | 3135.375 | 14106 |
| rno_circRNA_007241 | 7.5564283 | 0.042352048 | Rbm27 | 292.875 | 1733.5 |
| rno_circRNA_013028 | 7.4860472 | 0.034756576 | Rere | 1693.25 | 9054.5 |
| rno_circRNA_012084 | 7.4618035 | 0.003016445 | Mkln1 | 108.25 | 1549.875 |
| rno_circRNA_016940 | 7.4557175 | 0.049599555 | Tbc1d5 | 1916.125 | 8809.75 |
| rno_circRNA_018001 | 7.4177919 | 0.032649074 | Zfx | 964.375 | 5668.625 |
| rno_circRNA_001879 | 7.2950289 | 0.007445991 | RGD1310862 | 253.5 | 2482.5 |
| rno_circRNA_016225 | 7.2879212 | 0.023932451 | Gucy1a2 | 302.5 | 2002.375 |
| rno_circRNA_015180 | 7.2798523 | 0.010852100 | Anks1b | 187.875 | 1513 |
| rno_circRNA_013018 | 7.2545071 | 0.039660048 | Rere | 2625.5 | 12792.125 |
| rno_circRNA_001129 | 7.1757642 | 0.043360239 | Pten | 350.375 | 2049.875 |
| rno_circRNA_013016 | 7.1359877 | 0.042511205 | Rere | 1722.5 | 7618.625 |
| rno_circRNA_012605 | 6.1070689 | 0.003661929 | Nrd1 | 119.625 | 967 |
| rno_circRNA_014599 | 5.7256954 | 0.010650918 | Ralgapa1 | 233.25 | 1604.5 |

How the deposited data were processed for this re-analysis (not part of the article)

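CircRNAs were measured in the lumbar spinal cord of 4 MT and 4 NS rats, on 8 single-colour arrays with 15701 spots each. The authors digested linear RNA with RNase R, labelled the remaining RNA with Cy3, scanned the arrays and extracted the intensity of every spot with Agilent Feature Extraction 11.0.1.1. The deposited intensities used here are the background-corrected and detrended signal of Feature Extraction, the median brightness of the spot and that of its local background, with the marks for spots well above background and for outliers. The authors also deposited a table of log2 values for 11382 circRNAs. The methods describe quantile normalization in limma followed by a filter that keeps circRNAs present on at least 4 of 8 arrays, and do not name the signal column or the background correction. Within each array the deposited log2 values had a Spearman correlation of 1.00 with spot brightness minus local background, and they differed by at most 0.219 from normexp-corrected and quantile normalized values with an offset of 16, so their exact recipe was not found. Every array column was mapped to its rat through its label.

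From the intensities, log2 values of the background-corrected signal were quantile normalized over the 15165 non-control spots in R 4.3.3 with limma 3.58.1. CircRNAs well above background on at least 4 of the 8 arrays were kept, which gave 11382 of 14145, the same ones as in the deposited table. MT and NS were compared with limma (linear model with empirical Bayes, no covariate), with Benjamini-Hochberg adjustment over all circRNAs tested. A circRNA was called at an adjusted p of at most 0.05 and a fold change of at least 2. The test of single values was an exact two-sided permutation test of 4 against 4 arrays, which cannot give a p under 0.0286. For a circRNA not well above background on any array of a group only a bound could be given, and 0 of the named circRNAs were of that kind. Precision is limited by the number of arrays, and the share of circRNA probes well above background ran from 52.2% to 90.7% per array.

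The circRNAs named in the text were fixed by a rule written before the data were examined. They are the circRNAs that the paper names in its text or takes to qRT-PCR, the first 3 entries of each part of Table S2, the circRNAs of Rere, and in each direction the 5 DEcircRNAs with the largest log2 fold change whose MT arrays did not overlap with the NS arrays. The files give probe numbers, and names come from Table S2 through its raw means, so probes without a name there are printed by number, at most 2 in each direction.

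There were 23 alternatives written before the data were examined. They changed the normalization (75th percentile scaling, cyclic loess, none), the background correction (normexp with an offset of 50, or the spot brightness without correction), the filter (none, or all 8 arrays), the treatment of outlier spots, the test (the methods' t-test with and without adjustment), the thresholds, array weights, a replicate block, the deposited log2 values, and each array left out in turn. The array weights were estimated gene by gene, because the REML estimate did not converge. The files have a median and no mean of the spot pixels, so normexp was run on the median. There were 3 further alternatives for the number of DEcircRNAs, chosen after seeing the data, and leaving out each array was also added for the signal per array.

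The comparison of MT with NS was tested on simulated data for 11380 circRNAs, with 200 of them changed 4-fold (2 on the log2 scale). With the spread of the NS arrays in both groups, 172 of the 200 were called (86%), with 3 calls among the unchanged. With the spread of each group as measured, 114 were called (57%), with 16 calls among the unchanged. Those 16 are a larger share of the calls than the adjusted p of 0.05 allows. In both cases 0 were called in the wrong direction. The simulated noise was independent between circRNAs. On the arrays circRNAs vary together, with 70.1% of the variance in the first principal component, and 3201 were called. The simulated shares of found and false calls therefore do not carry over to these calls.

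The classes and chromosomes of the DEcircRNAs, GO and KEGG terms, predicted miRNAs and the ceRNA network need an annotation of the probes or other data, and were not analysed here. The qRT-PCR measurements and the behavioural tests were not analysed here either. Slide and scan could not be used as a block, since there was 1 of each.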

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

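In this part, the comparison of mRNA probes with circRNA probes and the look at called circRNAs before normalization are the tests chosen only after the result was seen, and MT1 and MT3 were picked for the comparison along 1 axis when MT1 was known to be dim.

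rno_circRNA_005882 (Psd3) had a normalized log2 value of 5.99 on MT1 and between 9.09 and 9.56 on the other MT arrays. The gap was 0.867 of the whole range, above the 95% critical value of Dixon's test for 4 values. mmu_circRNA_31675 (Rbm27) had 11.56 on NS1 and between 11.05 and 11.10 on the other NS arrays, a gap of 0.888 of the range. Of 60 groups of 4 values tested, 2 went past the critical value, while chance alone gives about 1 in 20 groups, so the pair is no excess over chance. MT1 is the array with the lowest median signal, and the low value of rno_circRNA_005882 lies on the side away from the NS arrays. This is consistent with MT1 lying farther from NS along a direction shared by the MT arrays, since MT1 minus MT3 correlated with MT4 minus NS at 0.61 across circRNAs. The value of mmu_circRNA_31675 is higher on NS1, the brightest array, and no explanation was tested for it. For both circRNAs every MT array lay below every NS array. The design gives no biological factor within a group, and none was tested.

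The arrays hold 82 probes that are not for circRNAs, which the paper does not report on, and 44 of them have the accession of an mRNA. Of these, 22 were well above background on at least 4 arrays although linear RNA had been digested, and 9 differed between MT and NS at an adjusted p of at most 0.05 over these 22 and a fold change of at least 2 by limma. After quantile normalization 6 were higher in MT (Sdha, Med16, Gusb, Ppp2r2b, Ptk2b and Pop7) and 3 were lower (Actb, B2m and Pdcd10), all named here after their values were seen. Without normalization, Med16, Gusb and Ppp2r2b had negative differences (−0.38, −0.10 and −0.21), while Actb, B2m and Pdcd10 were still lower (−2.52, −3.38 and −3.44). On that scale 19 of the 22 were lower in MT. More complete digestion of linear RNA in the MT samples with circular RNA spared would not lower circRNAs. Those well above background on all 8 arrays had a median difference of −1.17 before normalization, which argues against it as the cause of their lower signal. The mRNA probes on all 8 arrays had a median of −1.37. They were only 8 and ran from −3.38 (B2m) to 1.06 (Ptk2b), so the 2 medians cannot be compared closely. An unequal loss of RNA in the MT samples before hybridisation cannot be told apart from an effect of morphine, because the loss would follow the groups. The median of the circRNAs called higher was 0.044 before normalization, with 981 of 1808 above 0, which does not decide it. A change of these mRNAs with morphine is open and was not tested.

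Among the 2763 circRNAs outside the filter, 198 were called when limma was fitted to all 14145 circRNA probes, 89 higher and 109 lower in MT. The paper does not discuss circRNAs that fail its filter. These circRNAs were well above background on fewer than 4 of the 8 arrays. Feature Extraction replaces signals that are not above background by small substitute values. The size of their fold changes therefore rests in part on values that are substitutes or near the background. The intensity filter itself is the technical explanation at hand, and no test separated it from an effect of morphine.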

How the results depend on the processing

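The methods' t-test on the deposited log2 values, normexp with an offset of 16, and leaving out arrays for the signal per array are the tests chosen only after the result was seen.

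Under 9 of the 26 other settings the number of DEcircRNAs was within 1.5 times of 3201 (1808 higher and 1393 lower in MT). These were 75th percentile scaling (3100, of which 1931 higher and 1169 lower), cyclic loess (2792), no filter (2963), outlier spots kept (3199), the methods' t-test at the unadjusted p (3648), limma at the unadjusted p (4541, with 2310 higher and 2231 lower), limma without the fold change threshold (3511), array weights (3290) and leaving out MT1. Array weights gave MT1 a weight of 0.0995 and MT4 one of 8.60, and 2353 of their calls were also calls of the equal-weight fit in the same direction.

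Under the other settings it moved further. Without normalization between arrays it was 5077, with 8 higher and 5069 lower (0.158% higher against 56.5%), and the median log2 fold change of all circRNAs was −1.40, so most circRNAs are lower in MT on that scale and higher calls are relative to this shift. The background correction also changed the split. Normexp with an offset of 50 gave 1136 (479 higher, 657 lower, 42.2% higher), an offset of 16 gave 1886 (849 higher, 1037 lower), and the spot brightness without correction gave 1635 (725 higher, 910 lower, 44.3% higher). The deposited log2 values gave 2010 with limma (889 higher, 1121 lower, 44.2% higher), and with the methods' t-test 2038 at the unadjusted p (896 higher, 1142 lower). CircRNAs well above background on all 8 arrays gave 1825 (1090 higher, 735 lower), where fewer circRNAs, 5776, were tested. After Benjamini-Hochberg adjustment the methods' t-test gave 106 (30 higher, 76 lower) on the main values and 115 (24 higher, 91 lower) on the deposited ones. With either, 0 of the qRT-PCR circRNAs and 0 of the Table S2 circRNAs were called. At the unadjusted p the methods' t-test called 7 and 51 of them on the main values and 8 and 58 on the deposited ones, the same numbers as limma at the adjusted p on each. Apart from fewer circRNAs or arrays, the cause was not tested.

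With each array left out in turn, the number of DEcircRNAs ran from 0 to 5181, the higher ones from 0 to 2678 and the lower ones from 0 to 2503. The qRT-PCR circRNAs called ran from 0 to 8 and those of Table S2 from 0 to 58. It was 2619 without MT1 (46.3% higher), 5 without MT2, 5181 without MT3, and 0 in limma without MT4 or without any 1 NS array. In those last 5 fits between 4543 and 5464 circRNAs had an unadjusted p of at most 0.05, and no other tool was run on them. The smallest adjusted p was 0.0538 without MT4 and 0.0591, 0.0536, 0.0798 and 0.0819 without NS1 to NS4, so many circRNAs passed or missed the threshold together.

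The replicate numbers do not pair the rats, since the deviations of same-numbered arrays from their group means correlated at 0.01, −0.21, 0.14 and −0.09 across circRNAs. With the replicate number as a block, limma called 0 circRNAs, 0 higher and 0 lower, 0 of the qRT-PCR circRNAs and 0 of those in Table S2, at a smallest adjusted p of 0.0631. At an unadjusted p of at most 0.05 there were 5293 circRNAs, and 8 and 58 of the listed ones with the fold change threshold.

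The ratio of distances between and within groups was 2.13 and stayed past its threshold under every other normalization, background, filter and distance tried (1.49 with Euclidean distance to 2.35 with normexp). With 1 array left out it ran from 1.78 to 3.20, and without NS1, NS2, NS3 or NS4 it was 1.79, 1.84, 1.78 and 1.78, with exact permutation p of 0.0571 or 0.0857. The spread of MT over that of NS was 2.48 (exact permutation p = 0.0571) and ran from 1.77 to 3.58 with 1 array left out. It went past the threshold (exact permutation p = 0.0286) with 75th percentile scaling (2.47), cyclic loess (2.70), without NS1 (3.58) and without NS2 (2.63). The signal per array differed by −1.54 on the log2 scale, by −0.94 without background correction, and from −1.87 to −1.26 with 1 array left out. Without NS1 to NS4 it was −1.38, −1.57, −1.66 and −1.57, at an exact permutation p of 0.0571. The groups stayed fully apart in each case, so this p comes from the counting of splits of 4 against 3 arrays.

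All 24 named circRNAs kept their direction under every setting in which they were tested, and 23 of them were called in the main setting. All 23 lost the call after adjustment of the methods' t-test, under the block, and without MT2, MT4 or any 1 NS array. No more than 9 lost it under any other setting. rno_circRNA_017999, not called in the main setting, was called under 11 settings. The signal over background limits the low circRNAs, since MT1 and MT2 had 61.1% and 62.4% of circRNA probes well above background. Slide and scan as a block and the alternative for classes and chromosomes were not run.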

Differences from the paper's values

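The methods' t-test on the deposited log2 values and normexp with an offset of 16 are the tests chosen only after the result was seen.

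The paper reports 2038 DEcircRNAs, and 3201 were called here. Of the alternatives set before the data were examined, cyclic loess (2792), the spot brightness without background correction (1635), no filter (2963), circRNAs well above background on all 8 arrays (1825), limma on the deposited log2 values (2010) and leaving out MT1 (2619) came within 1.5 times of the paper's number, and the others did not. The paper reports 896 up-regulated circRNAs, and 1808 were called here. The spot brightness without correction (725), all 8 arrays (1090), limma on the deposited values (889) and leaving out MT1 (1213) came within 1.5 times of that number, and the others set before the data were examined did not. The paper's number of down-regulated circRNAs, 1142, and the 1393 called here lie within 1.5 times of each other.

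The methods' t-test on the deposited log2 values at the unadjusted p, a setting chosen after seeing the values, gave 2038 circRNAs with 896 higher and 1142 lower, the same numbers as the paper's. The methods name Benjamini-Hochberg adjustment, and with it the same test on the same values gave 115, with 24 higher and 91 lower. Normexp with an offset of 16, also chosen after seeing the values, gave 1886 with 849 higher.

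The paper's array result has rno_circRNA_017999 among its down-regulated circRNAs. Here it fell by 3.30 on the log2 scale, with all MT arrays below all NS arrays, and was not called (limma adjusted p = 0.0533, from 0.000963 to 0.0827 over the limma settings with all 8 arrays, and 0.119 with the methods' t-test). It was called without normalization, with normexp, with uncorrected spot brightness, on circRNAs present on all 8 arrays, by limma at the unadjusted p, with array weights, with the deposited values, without MT1 and without MT3. The methods' t-test at the unadjusted p called it on the deposited values, a setting chosen after seeing the values. Of the 30 circRNAs that Table S2 lists as down-regulated, 23 were called here. All 58 entries held here were called with uncorrected spot brightness, by limma at the unadjusted p, with array weights, with limma on the deposited values and without MT3, and also with the methods' t-test on the deposited values at the unadjusted p and with normexp at an offset of 16, both chosen after seeing the values.

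The paper's text places the up-regulated circRNAs on the left of the volcano plot. The axis of Fig. 1c is the log2 fold change of MT against NS, on which the circRNAs higher in MT here have positive values, and so lie on the right. Table S2 is described as the circRNAs that rose and fell most. Ordered by the deposited values among circRNAs past the thresholds, the 28 up-regulated entries held here take places 3 to 28, 39 and 703, the last being rno_circRNA_000047, and the 30 down-regulated entries take places 1 to 28, 49 and 60. The p-values of Table S2 equal the methods' t-test on the deposited values of the same circRNA for all 30 down-regulated entries and 2 up-regulated ones (within a relative 1e-05). For 25 up-regulated entries the p-value equals that of the entry above, and the first entry has the p-value of the circRNA at place 2, which the copy held here does not list.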

Other observations

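The tests of washing or scanning, of a labelling difference that depends on level alone, of linear RNA and of an unequal loss of circular RNA were chosen only after the result was seen, and MT1 and MT3 were picked for the test along 1 axis when MT1 was known to be dim.

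The number of DEcircRNAs was set against the 35 splits of the 8 arrays into 4 and 4. Only 1 split, the real one, gave as many calls, and every other split gave 0 calls by limma at the adjusted p, with up to 2216 circRNAs past the unadjusted p and the fold change threshold. At the unadjusted p with the fold change threshold, where the real split gave 4541, it was also the only 1 of 35 as large. Chance in forming the groups is argued against but not excluded, since 1 of 35 is the smallest share that the splits allow. The number of calls itself is not stable. Limma called 0 without MT4 or without any 1 NS array, where between 4543 and 5464 circRNAs had an unadjusted p of at most 0.05. A difference in labelling or hybridisation strength between the groups was tested next. The medians before normalization separate MT from NS (exact permutation p = 0.0286), which it requires. That the fold change did not follow the mean level (Spearman correlation −0.0467 across circRNAs) decides nothing, because quantile normalization removes such a trend. A difference that depends on the level of a circRNA alone, with random noise, is argued against before normalization. After the trend with the NS level was removed, what was left of the log2 ratios of 2 MT arrays to separate pairs of NS arrays correlated at 0.433 to 0.860 across the 5691 circRNAs in the brighter part of the NS range, over 36 combinations of arrays, and shuffled values gave −0.0326 to 0.0325. CircRNAs are not independent replicates. A difference in labelling or hybridisation that acts on each circRNA in its own way would follow the groups and cannot be told apart from an effect of morphine.

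The MT arrays were dimmer and farther apart than the NS arrays. Weaker washing, scanning or hybridisation over the row of the slide that holds the MT arrays would dim the bright control spots at the array corners and all circRNAs by about 1 factor. The corner spots differed by −0.10 on the log2 scale (exact permutation p = 0.343), against a median of −1.40 for circRNAs. Among circRNAs of like NS level, in the brighter part of the range, the SD of the log2 ratio to NS was 1.44 on average over the MT arrays and 0.446 over the NS arrays (exact permutation p = 0.0286). The NS arrays also make up the NS reference, which can lower their SD, so this p may be partly built in. MT3, at 0.756, lay close to NS1, at 0.655, while MT1 and MT2 had 2.47 and 1.54. The values of MT1 and MT2 argue against 1 common factor. More complete removal of linear RNA with circular RNA spared is argued against as the cause of the lower circRNA signal. CircRNAs well above background on all 8 arrays had a median difference of −1.17. The mRNA probes on all 8 arrays had a median of −1.37, but they were only 8 and ran from −3.38 to 1.06, too widely for a comparison.

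The MT arrays may lie at different distances from NS along 1 axis. MT1 minus MT3 correlated at 0.61 across circRNAs with MT4 minus the mean of NS, with which it shares no array, where 100 simulated sets without a common axis gave −0.03 to 0.04. With the other 2 MT arrays together in place of MT4 alone, the difference within each of the 6 pairs of MT arrays, dimmer minus brighter, correlated at 0.34 to 0.72 with their mean minus the mean of NS, and at 0.66 for MT1 and MT3. Circular RNAs are not independent of each other, so this describes these arrays. Whether the axis also acts without morphine was tested within NS. NS2 minus NS1 correlated at 0.11 with the mean of MT minus the mean of the other NS arrays, and over the 6 NS pairs such correlations ran from −0.22 to 0.14, which leaves a weak shared part open and decides nothing with 4 arrays.

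An unequal loss of circular RNA in the MT samples before hybridisation, which would be largest on MT1 and MT2, is a candidate explanation for such an axis. It would lower some circRNAs strongly, and after normalization the circRNAs that were spared would appear to rise. Before normalization the circRNAs called lower in MT had a median of −3.11, and those called higher had one of 0.044, with 981 of 1808 above 0. A loss alone would raise no circRNA before normalization. On that scale all 28 up-regulated entries of Table S2 were higher in MT, among them rno_circRNA_016296 by 2.35 and rno_circRNA_008508 by 1.66, and limma called 8 circRNAs higher beside 5069 lower. Every MT array lay above every NS array for 47 circRNAs, all of them called higher after normalization, which is 0.413% of those kept. Chance gives 1.43% in one direction for exchangeable arrays, but the lower signal of the MT arrays pushes this share down, so it cannot be set against chance. These values do not decide whether there was a loss alone. The entries of Table S2 were chosen on the same arrays, and the circRNAs called higher lay on both sides of 0. The methods state that a set mass of labelled cRNA was hybridised, which could raise the circRNAs that were spared, so a loss followed by this step is not excluded. A response to morphine that differs in strength between rats remains open beside it. The 2 cannot be told apart here, because a loss in the MT samples would follow the treatment. RNA integrity per rat and spike-in controls of known amount, added before digestion, would separate them. A graded response of the spinal cord to morphine stays open and was not tested.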
